A study of Homo sapiens with 6 samples.

How the data were processed

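Gene expression was measured by RNA sequencing in 6 cultures of IMR-90 fibroblasts, 3 proliferating and 3 kept for 10 days after 10 Gy of gamma radiation. Per the labels' protocols, RNA was purified on columns and libraries were made with the TruSeq RNA kit, version 2. As background, this kit selects polyadenylated RNA and does not mark strand, so reads of a gene and of its antisense partner cannot be told apart. Per the submitters' processing notes, the tools were TopHat2 2.0.14, Bowtie2 2.2.6 and featureCounts 1.4.6 of the Subread package, with the hg19 genome build. The gene annotation and the counting options are not given in the sources used here. The deposited values are whole-number counts per gene symbol that the authors had not normalized, as the values themselves show: they are integers and sum to a different total in each library.

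Library totals ran from 22215683 to 45333374 counts. Low counts were mostly even: 37.5% to 42.1% of the values from 1 to 20 were odd, and in control replicate 1 426 genes had a count of 1 and 862 a count of 2. Both mates of a read pair thus appear to have been counted singly. For this reason reads were halved before counting intervals were computed, and intervals and floors cover counting error only. Replicate pairs differed by more than counting noise, with a chi-square per degree of freedom of 3.06 to 10.8. Counting both mates would give at most about 2. No libraries were therefore merged, although this does not show that the cultures were independent. Pearson's correlation of log2 CPM across genes was at least 0.988 within groups and at most 0.946 between groups, and the first principal component, which parted the groups, held 80.2% of the variance.

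Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which left 14237 genes that held 99.95% of all counts. Libraries were scaled by TMM, with factors of 0.967 to 0.978 in control and 1.03 in senescent libraries. The 10 most abundant genes took 9.8% to 10.3% of counts in control and 7.5% to 8.4% in senescent libraries. Groups were compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, in R 4.3.3) with group as the only term, two-sided, and p-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. The common biological coefficient of variation was 8.29%. Log2 fold changes carry edgeR's prior count, and each SE is the unshrunk log2 change divided by the square root of the F statistic, which is approximate. Where a gene had 0 control reads the fold was computed from halved reads against a floor of 3 counts over the group. With 1 to 3 reads a ratio of pooled CPM before TMM scaling is given, with an exact (Clopper-Pearson) 95% interval. Permuting the labels of 3 against 3 libraries cannot give a p under 0.1, so no single gene was tested that way.

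Before the data were examined, 20 gene lists and 6 lists of cell type or RNA quality markers were fixed, together with the sample groups, the main tests and their alternatives. Gene groups and tests chosen later are marked as such. Lists were tested against all other tested genes with camera (limma 3.58.1, preset correlation 0.01, two-sided), adjusted over the 20 lists. Camera with an estimated correlation and fry served as alternatives. TIGAR and SUSD6 were matched to C12orf5 and KIAA0247, the older symbols in the data. None of the 13 mitochondrially encoded genes of the RNA quality list was among the gene symbols, so that list gave 0 values. Genes were named by a rule fixed beforehand: CDKN1A, CDKN2A, CXCL14, GDF15, IL6, LMNB1 and MKI67 always; from each list the 2 called members with the largest change in the direction with more calls and the largest in the other direction; the 8 largest rises and 8 largest falls among called genes with a mean log2 CPM of at least 3 and separated groups; and from each cell type list the most abundant member. A gene picked by this rule is not reported here.

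Transcript lengths, GC content, 3' UTRs, exon overlaps and 50-base stretches shared between transcripts were taken from GENCODE 29 on GRCh38, and RNA classes from an NCBI gene table. Because that build is not the authors', no coordinates are given. Genes that share many 50-base stretches with other transcripts are marked as uncertain.

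The pipeline was tested on simulated counts drawn with the control libraries' gene means and the real library sizes, with 200 genes changed and 13537 genes tested. It recovered 82.1% of genes changed 1.5-fold, 97.0% of those changed 2-fold and 100% of those changed 4-fold. Of the calls, 4.62% (9 genes) were unchanged genes, and 0 of 200 lists of unchanged genes reached p under 0.05. As counts were drawn from gene means and few genes were changed, this does not show how camera errs on correlated lists. Ribosomal protein genes, for example, had an estimated correlation of 0.718. Alternatives were RLE, upper-quartile and no scaling, no filter and a stricter filter (1 CPM in every library of a group and a mean of 2 CPM), DESeq2 1.42.0, limma-voom, a test against 1.5-fold (glmTreat), a replicate block and leaving out each library in turn. Python 3.11.15 with scipy 1.17.1 was used for further tests and matplotlib 3.10.9 for figures.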

Results

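RNA sequencing libraries were analysed from IMR-90 cells, a line of fibroblasts from human embryonic lung. The labels give 3 libraries of proliferating control cells and 3 libraries of cells that had received 10 Gy of gamma radiation and had then been cultured for 10 days, called IR-senescent. The values were raw counts for 25370 gene symbols. Total counts were 22215683, 45333374 and 41134634 in control replicates 1 to 3 and 31069281, 26968142 and 30026821 in senescent replicates 1 to 3. The labels describe the cultures as set up from technical replicates of the cells, so all p-values measure the spread between these cultures, which may be technical. Levels below are CPM, counts scaled to library size, after TMM scaling, as mean ± SD with n = 3 per group. Fold changes compare senescent with control cells, and log2 changes are given with their approximate SE.

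The comparison asks how the transcriptome of radiation-induced senescent fibroblasts differs from that of proliferating cells, within a study whose title concerns the secretome that p21 gives to stressed cells. Of 14237 genes tested, 4378 were higher and 4419 were lower in senescent cells by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Changes of at least 2-fold were seen for 1544 of the higher and 888 of the lower genes. In 9456 tested genes (66.4%, where chance gives 10%) all senescent libraries lay on the same side of all control libraries. The 8 largest rises among genes with a mean log2 CPM of at least 3 were MX1, IFI6, HERC6, IFIT1, IFI44, IFITM1, ISG15 and IFIT2, which are all known as interferon-induced genes. The 8 largest falls were LMNB1, AURKB, NCAPH, CDKN2C, KIF18B, MYBL2, MKI67 and UBE2C, most of which are known to act in the cell cycle. Senescent libraries also held reads for more genes: at a common depth of 22215683 counts, 17550 to 18007 genes had a count in senescent libraries and 15941 to 16754 in control libraries. Among called protein-coding genes with a mean log2 CPM under 0, 89.6% were higher in senescent cells, against 41.3% of those at 3 or more. Reads in olfactory receptor genes, which are silent in most tissues, were also more frequent in senescent libraries (5.15 to 8.34 CPM before scaling) than in control libraries (2.43 to 4.08 CPM). With a stricter low-count filter the genes higher at least 2-fold fell in number to 829, and against a 1.5-fold threshold 1620 genes were higher and 1262 lower.

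**Figure D1:**
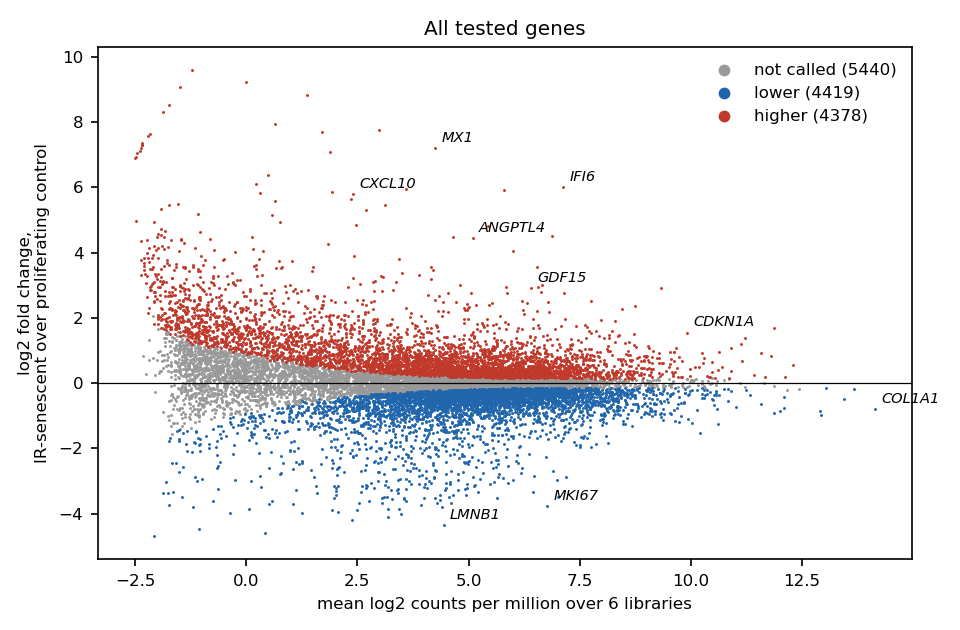
Log2 fold change of each of the 14237 tested genes (vertical axis, senescent over control) against its mean log2 CPM over 6 libraries (horizontal axis). Red points are the 4378 genes called higher, blue points the 4419 called lower and grey points the 5440 not called. MX1 and IFI6 lie far above 0, LMNB1 and MKI67 far below, and calls at low abundance lie mostly above 0.

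CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, rose 2.92-fold, from 566 ± 39.6 to 1656 ± 96.2 CPM (log2 change 1.55 ± 0.07, edgeR adjusted p = 2.41e-12). GDF15, a stress-induced secreted factor, rose 7.56-fold, from 31.1 ± 4.35 to 234 ± 23.9 CPM (log2 change 2.92 ± 0.10). IL6, an inflammatory cytokine, rose 3.51-fold, from 26.4 ± 3.94 to 91.9 ± 3.60 CPM (log2 change 1.81 ± 0.09). LMNB1, which encodes lamin B1 of the nuclear lamina, was 20.4-fold lower, at 97.9 ± 15.7 CPM in control and 4.78 ± 0.435 CPM in senescent cells (log2 change -4.35 ± 0.12). MKI67, the gene of the proliferation antigen Ki-67, was 13.7-fold lower, at 405 ± 53.2 and 29.6 ± 2.03 CPM (log2 change -3.77 ± 0.09). CDKN2A, whose locus encodes p16 and ARF, was at 21.4 ± 1.79 CPM in control and 22.1 ± 3.51 CPM in senescent cells, with no difference detected (log2 change 0.05 ± 0.11, edgeR adjusted p = 0.697). Its counts merge both transcripts and cover 7.88% of exon length shared with an antisense gene. CXCL14, a chemokine gene, had 0 reads in every control library and 10, 8 and 2 reads in senescent replicates 1 to 3, too few to be tested. With reads halved and a floor of 3 counts over the control group, CXCL14 was at least 4.11-fold higher in senescent cells, counting error only. At so few reads, genomic DNA cannot be told apart from transcription.

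**Figure D2:**
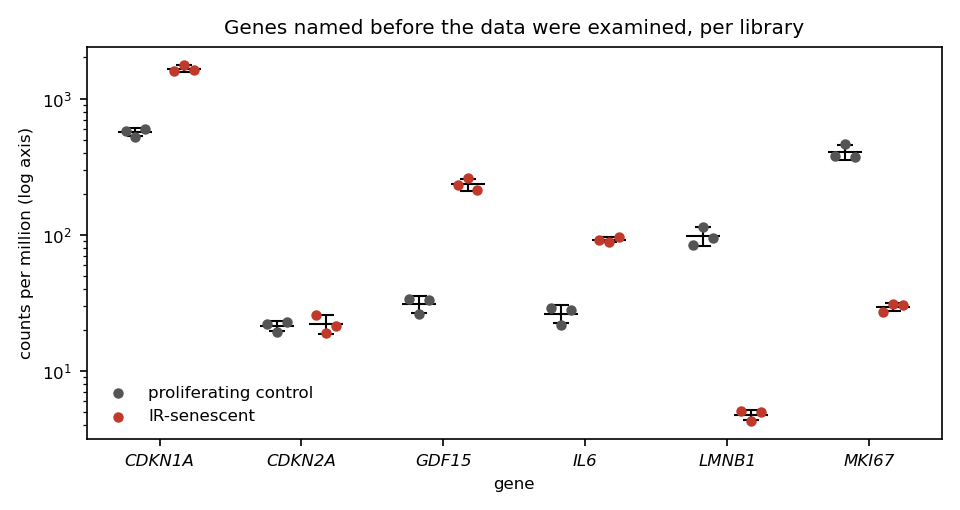
CPM on a log axis for 6 genes chosen before the data were examined, with each library as a point (grey, proliferating control; red, IR-senescent) and black bars for the mean ± SD of 3 libraries. CDKN1A, GDF15 and IL6 were higher and LMNB1 and MKI67 lower in every senescent library than in any control library, while CDKN2A overlapped between groups.

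Genes known as targets of p53 were mostly higher in senescent cells. Of 32 tested, 25 rose, 1 fell and 6 were not called, with a median log2 change of 0.60, and against 1.5-fold 14 were higher and 0 lower. Besides GDF15 and CDKN1A, TNFRSF10C, a decoy receptor for the death ligand TRAIL, rose 5.75-fold to 7.80 ± 0.922 CPM, a value that is uncertain because 39.7% of its 50-base stretches occur in other transcripts. BAX, a pro-apoptotic p53 target, was 1.21-fold lower (101 ± 5.03 and 83.9 ± 1.98 CPM). The list as a set was higher than other genes by camera (adjusted p = 8.34e-10), and this call was lost with an estimated correlation between genes (adjusted p = 0.119). Adjusted over the list alone, the numbers of higher and lower members were the same as over all genes in this and every other list, with 3 exceptions given with their lists.

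Nearly all cell cycle genes fell. All 37 mitosis and G2/M genes were lower, with a median log2 change of -3.26. Among them AURKB, a mitotic kinase, was 17.3-fold lower (37.4 ± 5.18 and 2.17 ± 0.443 CPM) and MYBL2, a transcription factor of proliferating cells, was 13.8-fold lower (78.1 ± 2.43 and 5.66 ± 0.437 CPM). KIF18B, a mitotic kinesin, was 14.4-fold lower, NCAPH, a condensin subunit, 16-fold lower and UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, 13.3-fold lower. Of 42 DNA replication and G1/S genes, 41 fell and 1 was not called (median log2 change -2.32). E2F2, a transcription factor of S-phase entry, was 23.9-fold lower at 0.242 ± 0.0435 CPM in senescent cells. PRIM1, a primase subunit, was 11.5-fold lower, although 23.3% of its 50-base stretches are shared with other transcripts. The gene that was not called was CCNE1 (cyclin E1), with a log2 change of 0.18, singled out after its value was seen. All 26 homologous recombination and Fanconi genes fell, with a median log2 change of -2.01. BLM, a helicase, was 15.5-fold lower and EXO1, an exonuclease, 12.2-fold lower. By camera the adjusted p was 3.64e-117 for mitosis, 4.74e-54 for replication and 4.94e-18 for recombination. With an estimated correlation the mitosis call held (adjusted p = 0.0490), whereas replication (adjusted p = 0.0696) and recombination (adjusted p = 0.119) lost theirs.

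Cyclin-dependent kinase inhibitors and pocket proteins moved both ways, with 4 of 11 higher, 5 lower and 2 not called (median log2 change -0.51, and against 1.5-fold 1 higher and 3 lower). CDKN2C, which encodes p18, was 14.6-fold lower (34.6 ± 2.88 and 2.38 ± 0.408 CPM), and CDKN3, a phosphatase of cyclin-dependent kinases that peaks in dividing cells, was 6.86-fold lower. CDKN1A was the member with the largest rise. Camera placed the list lower than other genes at an adjusted p of 0.0450. This became 0.162 with an estimated correlation, 0.0507 without scaling, 0.0897 with a stricter filter, 0.0728 with DESeq2 and 0.219 with limma-voom. The estimated correlation of this list was -0.033, below the preset 0.01. Stronger correlation between its genes thus cannot account for the rise to 0.162, whose cause was not tested. The number of higher members was 1 without control replicate 2 or senescent replicate 2, and 2 without control replicate 1 or senescent replicate 1; the median was -0.25 without control replicate 3. Of 25 nuclear lamina, HMG and chromatin genes, 24 fell and 1 rose, the latter not against 1.5-fold (median log2 change -1.85, camera adjusted p = 2.78e-35, adjusted p = 0.0621 with an estimated correlation). Besides LMNB1, ASF1B, a histone chaperone, was 9.77-fold lower (32.4 ± 1.15 and 3.32 ± 0.143 CPM). HMGA2, a chromatin-binding HMG protein gene, was 1.23-fold higher (345 ± 30.7 and 425 ± 40.6 CPM).

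Interferon-stimulated genes showed the highest median of the 20 lists. Of 42 tested, 41 rose, 0 fell and 1 (GBP2) was not called, with a median log2 change of 3.55. MX1, an antiviral GTPase, rose 147-fold from 1.53 ± 0.570 to 241 ± 5.44 CPM (log2 change 7.20 ± 0.12, edgeR adjusted p = 7.12e-17). IFI6, an interferon-induced membrane protein gene, rose 64.2-fold from 17.6 ± 4.77 to 1130 ± 32.3 CPM. HERC6, an E3 ligase gene, rose 62.5-fold to 93.8 ± 8.19 CPM. IFIT1, an RNA-binding antiviral protein gene, rose 60.4-fold from 7.20 ± 0.875 to 433 ± 55.2 CPM, and IFIT2 rose 22.2-fold to 119 ± 13.0 CPM. ISG15, a ubiquitin-like modifier, rose 22.7-fold from 24.8 ± 4.64 to 565 ± 17.7 CPM. IFI44 rose 43.8-fold to 55.8 ± 3.70 CPM. IFITM1 rose 28.3-fold, but its value is uncertain because 42.3% of its 50-base stretches occur in other transcripts, most often IFITM2, whose exons it overlaps. OAS1, an RNA-sensing synthetase, rose from 0.109 ± 0.189 to 57.9 ± 5.88 CPM, with all 13 control reads in control replicate 3. RSAD2, which encodes viperin, had 2 reads in the control group, all in control replicate 2, and 1223 in the senescent group. The ratio between pooled CPM before TMM scaling was 755, with a 95% exact counting interval of 135 to 29881. The list was higher than other genes by camera (adjusted p = 3.74e-135), a call that held with an estimated correlation (adjusted p = 0.0190). Among leukocyte and macrophage markers, CD68 rose alongside, 2.51-fold to 83.9 ± 4.03 CPM, and PTPRC, the pan-leukocyte gene, had 14 reads in the control and 25 in the senescent group.

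Genes for secreted cytokines and chemokines rose, with 20 of 28 tested higher, 0 lower and 8 not called (median log2 change 1.90). CXCL11 and CXCL10, chemokines that attract T cells and that interferons induce, rose from 0.110 ± 0.0227 to 8.0 ± 2.10 CPM and from 0.687 ± 0.426 to 42.3 ± 3.53 CPM, the latter 55.1-fold. A member was lower, in place of 0, without control replicate 2 or senescent replicate 1. With the stricter filter, which drops low genes, 13 members were higher. Camera gave an adjusted p of 5.75e-09, and 0.0490 with an estimated correlation.

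Of 30 secreted proteases, protease inhibitors and IGF-binding proteins, 19 were higher, 4 lower and 7 not called (median log2 change 0.63), and adjusted over the list alone 20 were higher and 4 lower. MMP3, a stromelysin, rose 9.49-fold from 2.74 ± 0.682 to 26.7 ± 8.62 CPM. MMP12, the macrophage metalloelastase gene, had 3 control reads, all in a single library, and 64 senescent reads. The ratio between pooled CPM before TMM scaling was 26.3, with a 95% exact counting interval of 5.04 to 170. MMP16, a membrane-type metalloprotease, was 1.27-fold lower (edgeR adjusted p = 0.0334). This call was lost under upper-quartile scaling (adjusted p = 0.0806), without scaling (0.103), under the stricter filter (0.0646) and without control replicate 1 (0.0789), control replicate 2 (0.0564), senescent replicate 1 (0.122) or senescent replicate 3 (0.111), within a range over all its alternatives of 0.00326 to 1. The number of lower members was 2 without senescent replicate 2 or 3, and 1 under upper-quartile scaling, no scaling or the stricter filter, and 0 against 1.5-fold. The list was higher as a set by camera (adjusted p = 2.62e-08), and not with an estimated correlation (adjusted p = 0.104).

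Secreted growth factor genes were higher for 22 of 39 members, lower for 10 and not called for 7 (median log2 change 0.62), and adjusted over the list alone 22 were higher and 11 lower, and against 1.5-fold 14 were higher and 4 lower. ANGPTL4, a secreted regulator of lipoprotein lipase, rose 21.9-fold from 7.28 ± 0.266 to 159 ± 6.73 CPM (log2 change 4.45 ± 0.08, edgeR adjusted p = 7.12e-17). AREG, which encodes the EGF receptor ligand amphiregulin, rose 11.4-fold but stayed low, from 0.146 ± 0.165 to 1.41 ± 0.630 CPM. Its fold is uncertain, as control replicates 1 to 3 held only 7, 5 and 0 reads. WNT2, a Wnt ligand gene, was 6.72-fold lower at 0.626 ± 0.0757 CPM. Camera gave an adjusted p of 2.25e-06 for a higher list, and the adjusted p was 0.119 with an estimated correlation.

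Antigen presentation and natural killer ligand genes were higher for 20 of 28 members, lower for 3 and not called for 5 (median log2 change 0.52, and against 1.5-fold 10 higher and 0 lower). TAP1, a subunit of the peptide transporter that loads MHC class I, rose 3.94-fold from 44.2 ± 4.02 to 174 ± 6.77 CPM. HLA-E, a non-classical class I gene that natural killer cells read, rose 2.62-fold from 177 ± 5.71 to 464 ± 15.5 CPM. CALR, the calreticulin gene, was 1.28-fold lower (1708 ± 17.4 and 1331 ± 16.5 CPM). HLA genes differ between alleles and resemble each other, so their counts depend on how reads were aligned. The list was higher by camera (adjusted p = 4.71e-06) and not with an estimated correlation (adjusted p = 0.162).

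Matrix genes fell more often than they rose, with 26 of 40 fibrillar matrix and collagen genes lower, 5 higher and 9 not called (median log2 change -0.40, and against 1.5-fold 12 lower and 2 higher). THBS2, a matricellular thrombospondin, was 3.11-fold lower (145 ± 16.6 and 46.7 ± 7.61 CPM) and FBLN1, fibulin 1, was 3.08-fold lower (338 ± 39.8 and 110 ± 8.94 CPM). COL11A1, a minor fibrillar collagen, was 2.31-fold higher at 64.4 ± 8.73 CPM. Camera gave an adjusted p of 0.000741, and 0.200 with an estimated correlation. Of 23 contractile and SRF/TGF-beta target genes, 11 were lower, 4 higher and 8 not called (median log2 change -0.11, and against 1.5-fold 4 lower and 1 higher). ACTA2, smooth muscle actin, was 2.48-fold lower (647 ± 37.7 and 261 ± 8.95 CPM), and 12.8% of its exon length overlaps a gene on the other strand. TGFB1I1, a focal adhesion protein gene, was 1.86-fold lower, and TGFBI, a TGF-beta-induced matrix protein gene, was 1.80-fold higher at 4775 ± 49.3 CPM. The contractile list was lower at a camera adjusted p of 0.0350, which became 0.182 with an estimated correlation, 0.0543 without scaling and 0.0806 with the stricter filter. Its higher members numbered 1 without control replicate 1 and 2 without control replicate 3, senescent replicate 2 or senescent replicate 3. The median was -0.17 without control replicate 1, -0.04 under upper-quartile scaling and -0.03 without scaling.

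Lysosome and autophagy genes rose as a group, with 32 of 35 higher, 1 lower and 2 not called (median log2 change 0.59), mostly by small steps, as against 1.5-fold 11 were higher and 0 lower. FUCA1, a lysosomal fucosidase, rose 6.08-fold to 3.74 ± 0.691 CPM, and NPC1, a lysosomal cholesterol transporter, rose 2.86-fold from 20 ± 0.627 to 57.5 ± 6.03 CPM. GUSB, beta-glucuronidase, was 1.4-fold lower (44.0 ± 2.74 and 31.4 ± 0.944 CPM), and without control replicate 2 the lower members numbered 2. The list was higher by camera (adjusted p = 2.05e-09), but not with an estimated correlation (adjusted p = 0.119).

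Of 24 cholesterol synthesis and uptake genes, 12 were lower, 2 higher and 10 not called (median log2 change -0.23, and -0.15 without scaling), and against 1.5-fold 5 were lower and 0 higher. INSIG1, a sterol-responsive retention factor, was 2.74-fold lower (67.1 ± 17.7 and 24.4 ± 5.03 CPM). CYP51A1, lanosterol demethylase, was 1.30-fold higher, but 88.9% of its 50-base stretches are also part of transcripts annotated under other names. The list was lower at a camera adjusted p of 0.0453, which became 0.546 with an estimated correlation, 0.0520 without scaling, 0.109 with the stricter filter, 0.0728 with DESeq2, 0.0818 without control replicate 1 and 0.0763 without senescent replicate 1.

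Further lists were not called as sets by camera. Unfolded protein and integrated stress response genes were lower for 12 of 22 members, higher for 4 and not called for 6, with 5 lower against 1.5-fold (camera adjusted p = 0.140). ASNS, asparagine synthetase, was 4.04-fold lower (117 ± 9.21 and 28.9 ± 1.67 CPM), with 82.0% of its 50-base stretches shared with transcripts annotated under other names, and TRIB3, a stress-induced pseudokinase, was 1.92-fold lower. ATF3, a stress-induced transcription factor, rose 3.57-fold to 56.3 ± 3.26 CPM. BCL-2 family genes were higher for 8 of 13 members, lower for 3 and not called for 2, and adjusted over the list alone 9 were higher and 3 lower (camera adjusted p = 0.238). BCL2, the anti-apoptotic founding member, was 5.54-fold lower (5.25 ± 0.785 and 0.947 ± 0.225 CPM). BCL2L2, which encodes the anti-apoptotic BCL-W, was 2.04-fold higher, with 24.3% of its exon length shared with a readthrough gene, and PMAIP1, the pro-apoptotic NOXA gene, was 1.96-fold higher at 130 ± 18.1 CPM. The higher BCL-2 members numbered 4 without control replicate 2, and against 1.5-fold 2 were higher and 1 lower. Glycolysis genes were higher for 9 of 19 members, lower for 4 and not called for 6, and against 1.5-fold 2 were higher and 1 lower (camera adjusted p = 0.113). HK2, a hexokinase, rose 2.79-fold to 183 ± 16 CPM and SLC2A1, the GLUT1 glucose transporter, 1.92-fold to 863 ± 15.7 CPM, whereas ENO1, an enolase, was 1.72-fold lower.

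All 37 cytosolic ribosomal protein genes were lower, with log2 changes from -1.21 to -0.24 and a median of -0.73, and 22 were lower against 1.5-fold. RPLP0 was 2.32-fold lower (1601 ± 132 and 690 ± 29.8 CPM) and RPL3 2.30-fold lower (1293 ± 101 and 562 ± 23.6 CPM). Of their 50-base stretches, 45.9% and 37.8% also occur in other transcripts, most often in a pseudogene, so reads may be shared. Camera gave an adjusted p of 6.34e-17, and the adjusted p was 0.182 with an estimated correlation, which was 0.718 in this list.

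Replication-dependent histone genes split, with 12 of 29 tested higher, 4 lower and 13 not called (median log2 change 0.60). HIST1H2AC rose 6.44-fold from 6.73 ± 0.596 to 43.2 ± 1.02 CPM and HIST1H2BC rose 5.85-fold to 13.4 ± 2.18 CPM. HIST1H1B, a linker histone gene, was 22.2-fold lower (1.75 ± 0.999 and 0.0785 ± 0.0256 CPM). Among other RNAs that carry no poly(A) tail, picked after their values were seen, 8 of 11 Cajal body, RNase P, RNase MRP and telomerase RNAs were higher in senescent cells and 0 were lower by edgeR, with a median log2 change of 1.61. Small nucleolar RNAs, a larger class without a tail, did not share this rise, with 10 of 89 higher, 8 lower and a median of -0.16. SCARNA17, which was called higher, lies wholly within the exons of SNHG22, so its reads may come from that host gene. RMRP, the RNA of RNase MRP, was at 15.4 ± 1.48 CPM in control and 60.8 ± 23.4 CPM in senescent cells. The histone list was higher by camera (adjusted p = 0.000724) and not with an estimated correlation (adjusted p = 0.242). With the stricter filter the list had 0 lower members and a median log2 change of 1.97, and with no filter 7 lower members and a median of -0.19, so the falls rest on genes of low abundance. Without control replicate 1 it had 7 lower members and a median of -0.08, without senescent replicate 2 it had 8 and -0.21, and the median was 0.25 without senescent replicate 1 and 0.37 without senescent replicate 3.

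**Figure D3:**
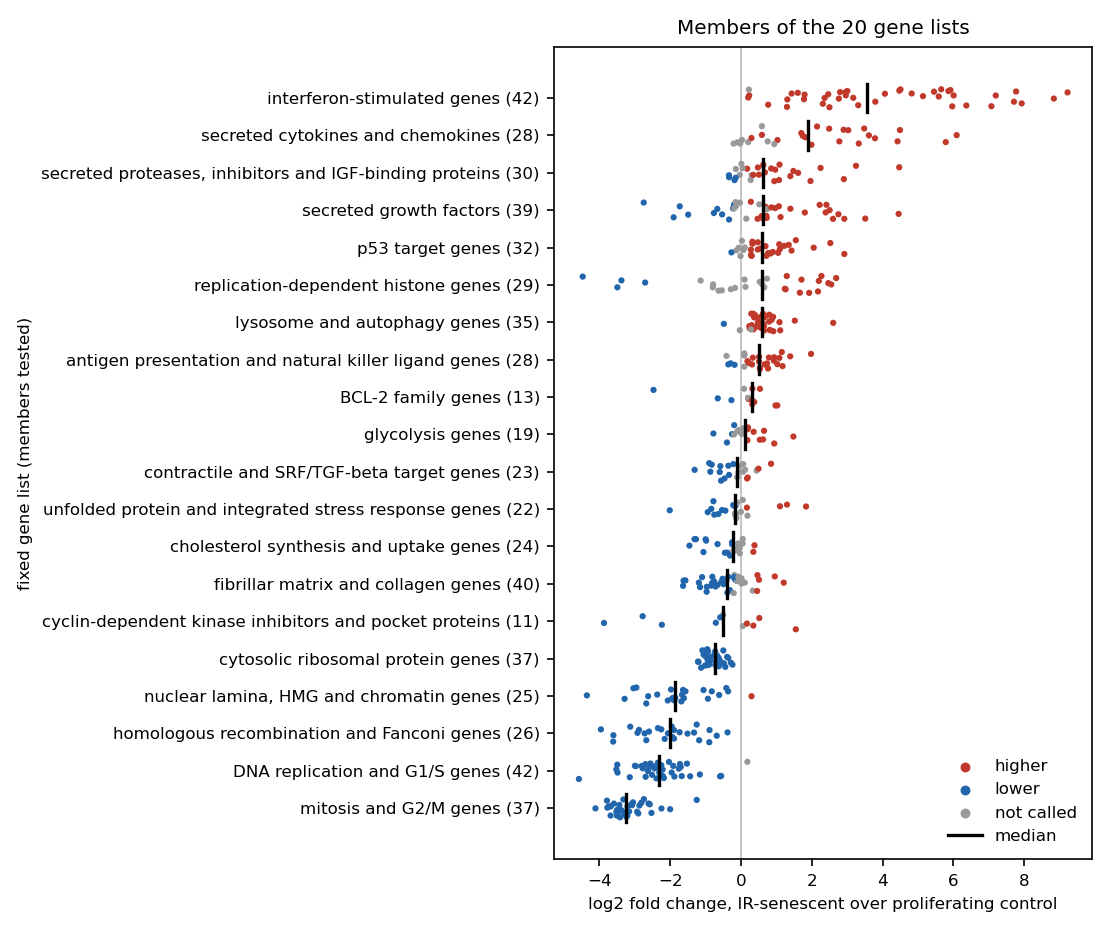
Log2 fold changes (horizontal axis, senescent over control) of the tested members of the 20 gene lists, ordered by median (black bars), with the number tested in brackets. Points are genes called higher (red), lower (blue) or not called (grey); medians run from -3.26 for mitosis genes to 3.55 for interferon-stimulated genes.

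Markers of cell types were examined in 5 further lists. Fibroblast markers were lower for 11 of 13 members, higher for 1 and not called for 1. COL1A1, the main fibrillar collagen, was 1.72-fold lower but still at 13738 ± 1566 CPM, and TCF21, singled out after its value was seen, was the member that rose (3.46-fold). Of 8 epithelial markers tested, 3 were higher, 1 lower and 4 not called, and KRT18, with 28.9% of its 50-base stretches in pseudogene or other transcripts, was 1.62-fold lower at 56.9 ± 2.06 CPM. Of 5 endothelial markers tested, 3 were higher and 1 lower. TEK, an angiopoietin receptor, rose 3.20-fold from 38.8 ± 5.98 to 123 ± 2.48 CPM, while PECAM1 had 2 reads in the control and 14 in the senescent group. Of 3 leukocyte and macrophage markers tested, 2 were higher, CD68 and CD14, and CSF1R was not called. CD68, a lysosomal membrane glycoprotein, rose from 33.4 ± 1.47 CPM, with 92.6% of its 50-base stretches in transcripts annotated under other names, and CD14 rose from 0.0552 ± 0.0484 to 1.13 ± 0.424 CPM. Of 9 smooth muscle and pericyte markers, 3 were higher, 4 lower and 2 not called, with ACTG2 1.52-fold lower at 406 ± 4.61 CPM. PECAM1, PTPRC, CD14 and CSF1R were named after their values were seen.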

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

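The alternatives were fixed before the data were examined. Of the 8797 genes called, 7779 to 8779 were called again under the other scalings, tools, block and left-out libraries. With no filter 8505 were called again, and with the stricter filter 7435 of the 7810 that it tested. Against a 1.5-fold threshold 2882 were called again. Among genes called again, 0 changed sign under any alternative. Against 1.5-fold, 1620 genes were higher and 1262 lower, since small changes no longer pass, and the named genes BAX, HMGA2, MMP16, CALR, GUSB, CYP51A1, KRT18 and ACTG2 lost their calls. The stricter filter left 829 genes higher at least 2-fold, because it tested 11760 genes and dropped low ones. Higher genes made up 49.8% of calls, 56.0% with upper-quartile and 57.6% with no scaling. Across 320 values for gene lists as sets, 290 kept their side of the threshold and none changed direction past it. The adjusted p of the list of kinase inhibitors and pocket proteins became 0.0507 without scaling, 0.0897 with the stricter filter, 0.0728 with DESeq2 and 0.219 with limma-voom. That of the contractile list became 0.0543 without scaling and 0.0806 with the stricter filter. For cholesterol genes it was 0.0520 without scaling, 0.109 with the stricter filter, 0.0728 with DESeq2 and 0.0525 with the replicate block, and ran from 0.00319 to 0.0818 over left-out libraries. The cause was not tested. With an estimated correlation, adjusted p became 0.0696 for replication, 0.0621 for lamina and chromatin, 0.104 for proteases, 0.119 for p53 targets, recombination, growth factors and lysosome, 0.162 for kinase inhibitors and antigen presentation, 0.182 for contractile and ribosomal protein genes, 0.200 for matrix, 0.242 for histone and 0.546 for cholesterol genes; the interferon, mitosis and cytokine lists kept their calls. A call lost with the estimated correlation need not be lost because of correlation between genes. The list of kinase inhibitors had an estimate of -0.033, below the preset 0.01. Unfolded protein response genes passed at 0.0463 with no filter and at 0.00179 with fry. That test asks whether members move and not whether they move more than other genes. Fry also gave 0.0163 for BCL-2 family and 0.00162 for glycolysis genes. The histone median was 1.97 with the stricter filter, under which 0 members were lower, changed sign to -0.19 with no filter, and ran from -0.21 to 0.64 over left-out libraries. No list's median changed sign with the scaling. Replicate numbers did not pair the samples: same-numbered libraries deviated with correlations of -0.02, -0.19 and -0.07, and the replicate block gave 8452 calls. Depth limits genes such as CXCL14, whose 20 senescent reads were too few to test.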

Other observations

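Groups of genes and comparisons in this and the next paragraph were chosen after their values were seen, so their counts describe the data and do not test an idea. All 14 genes picked from amino acid synthesis, one-carbon metabolism and amino acid transport were lower in senescent cells, with a median log2 change of -1.46. PHGDH, which starts serine synthesis, was 5.20-fold lower (152 ± 1.07 and 29.2 ± 3.12 CPM, SD, n = 3) and SLC7A5, a transporter of large neutral amino acids, was 3.48-fold lower (309 ± 13.6 and 88.7 ± 1.12 CPM). Of 14 complement genes tested, 11 were higher and 1 lower: C3, the central component, rose 39.2-fold from 1.01 ± 0.213 to 40.1 ± 6.97 CPM, while C5 was 2.89-fold lower. All 8 pregnancy-specific glycoprotein genes tested were higher, with a median log2 change of 2.75, and PSG1 rose 9.05-fold from 5.91 ± 0.642 to 52.8 ± 3.02 CPM. These genes are close paralogs, so the values of single members are uncertain.

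Interferon genes themselves had few counted reads beside the rise of their targets. Of 22 interferon ligand genes among the symbols, 17 had no read in any library. As the counting options are not given, 0 reads need not mean that a gene was silent. IFNB1, which encodes interferon beta, had 2 reads in the control group and 20, 6 and 4 reads in senescent replicates 1 to 3, and IFNE had 48 reads in the control and 138 in the senescent group. The receptor genes IFNAR1, IFNGR1 and IFNGR2 were 1.24-, 1.54- and 1.15-fold higher, and IFNAR2 was not called. Long noncoding RNAs were called higher 212 times and lower 60 times, against 3960 and 4312 times for protein-coding genes. The odds ratio was 3.85, pooled over all levels of abundance and across genes, which are not independent. By abundance, 91.8% of called long noncoding and 89.6% of called protein-coding genes were higher below a mean log2 CPM of 0, 78.5% and 63.1% from 0 to 3, and 50.9% and 41.3% at 3 or more.

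In the patterns below, the tests on RNAs without a poly(A) tail and on genes with reads in every senescent library were chosen only after the results were seen. The fall of all 37 ribosomal protein genes was set against 3 technical explanations. Other genes matched on transcript length and abundance had a median log2 change of 0.03 (0.0332), and genes matched on GC content and abundance one of -0.03 (-0.0252), against -0.73 for the list. None of 10000 random matched lists was as low, the lowest being -0.60 for length and -0.37 for GC. Over 4 library scalings the median of the list was at most -0.65 (-0.645). These values argue against bias by annotated length or GC content and against scaling as the cause of the fall. A lower level of these transcripts in senescent cells is thus a hypothesis that stays open. Annotated transcripts, with a median length of 1197 bases in the list, may differ from those expressed. How closely the matched genes resembled the list in length and GC content is not reported. Pseudogene reads were not separated.

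More genes were detected in senescent libraries: at a common depth the lowest senescent library still held 796 more genes than the highest control library, which argues against sequencing depth. CPM in 383 olfactory receptor genes was 2.25 times as high in senescent libraries (95% exact interval 1.86 to 2.72, from 341 and 622 reads), as genomic DNA reads would give, but the reads lay in 39 and 73 of these genes, and 19 had a read in every senescent library, against a mean of 1.83 (highest 7) or 10.4 (highest 19) in the 2 kinds of random draw described next. Of 6312 genes without control reads, 254 had a read in every senescent library. That was 2.72 times the mean of 93.5 (highest 122) in 1000 random draws by transcript length that kept each library's number of genes hit, but 1.18 times the mean of 214 (highest 252) in draws that kept its number of reads, which were tried earlier and hit 1315 genes per library where 941 were seen. Because the draws that kept reads hit more genes than were seen, their expected number is too high and they cannot decide the question. The draws that kept the number of genes hit went by transcript length only. Genomic DNA reads and low-level transcription in senescent cells, a hypothesis without a test of its own, thus cannot be told apart for these genes.

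Replication-dependent histone genes split between 12 that rose and 4 that fell. Reads shared between copies are unlikely as the cause, since the genes that rose share a median of 2.68% of their 50-base stretches with other genes, and 10 of 12 share under 10%. Genes with longer annotated 3' UTRs, which could belong to polyadenylated forms, had higher log2 changes (Spearman's rho 0.543 over 29 genes, permutation p = 0.00275; Pearson's r 0.597 with log2 of the length), but 12 genes have no annotated 3' UTR, among them all 4 that fell and 3 that rose, and rho was 0.24 (0.235) over the other 17, so this cannot be told apart from gaps in the annotation. More RNA without a poly(A) tail in senescent libraries also stays open: 11 RNAs of other such classes had a median log2 change of 1.61, whereas 89 small nucleolar RNAs, which lack a tail too, had one of -0.16.

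The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split was the only 1 of the 10 to give as many genes in each of the 4 counts: 4378 higher, 4419 lower, 1544 higher at least 2-fold and 888 lower at least 2-fold, where the highest of the other splits was 0 in each. In those 9 splits edgeR had 28 to 264 genes at an unadjusted p under 0.05, and DESeq2 called 0 genes in 8 splits and 2 genes in the split that joined control replicates 1 and 3 with senescent replicate 2.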
